A study of Drosophila melanogaster with 18 samples. Its data were reported in "DamID transcriptional profiling identifies the Snail/Scratch transcription factor Kahuli as an Alk target in the Drosophila visceral mesoderm" (2021).

How the data were processed

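Genomic DNA from Drosophila melanogaster embryos at stages 10 to 13 was profiled by targeted DamID in 18 libraries, which form 6 groups of 3 replicates by GAL4 driver (bap or twi) and genotype (Dam-PolII, Alk.DN or Jeb). Every library was placed in its group by the deposited labels. Replicate 3 of bap Alk.DN carries a title without group or replicate and was placed by its other label fields.

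The authors aligned paired reads with bowtie2 to the FlyBase Release 6 genome and deposited raw counts of reads at the edges of GATC fragments, 1 count per GATC site and library, with no filter stated. The deposited table of counts holds 400733 sites. Of these, 383688 lie on the chromosomes and the mitochondrial genome, and their positions were identical to the GATC positions in the reference sequence used here. The median distance between neighbouring sites was 197 bp. The authors also deposited a table of merged peaks for each of Alk.DN and Jeb against Dam-PolII with each driver, with a combined p-value and an FDR per peak made by limma and csaw. As deposited, the other columns of these tables give the number of GATC sites per peak and how many of them went up or down, and they hold no fold changes.

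Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each comparison, sites were kept by filterByExpr with a min.count of 10 in the libraries compared, scaled by TMM factors and tested by the quasi-likelihood F-test, which is two-sided. Benjamini-Hochberg adjustment ran over the sites tested, and sites were called at an adjusted p under 0.01. The comparisons were Alk.DN against Dam-PolII, Jeb against Dam-PolII and Jeb against Alk.DN with each driver, the twi against the bap driver in Dam-PolII, and the interaction of driver and Alk.DN. Only the groups compared entered each fit.

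Tested sites at most 197 bp apart were merged into regions with a Simes p per region, adjusted over regions. Each of 18358 annotated genes took its overlapping region with the smallest adjusted p. For the listed genes, counts were summed over all GATC sites of each annotated gene and tested in the same way over all genes and over the list alone. The genes named in the text are the 16 listed ones and, for each Alk.DN comparison, the 4 genes called higher and the 4 called lower with the smallest adjusted p whose best region has every Alk.DN library beyond every Dam-PolII library. Ties went to the larger log2 fold change. Correlations between libraries used log2 CPM with a pseudocount of 1 CPM. The correlation of Jeb and Alk.DN effects was set beside 20 simulations of unchanged groups against shared controls on the same sites.

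Depth ranged from 1624349 to 14095376 counts per library. Exact (Clopper-Pearson) 95% binomial intervals and a floor of 3 counts were computed per library for the label checks. Tested on simulated data with 200 sites changed by a log2 fold change of 2 in groups of 3 libraries, the per-site test called 27.0% of the changed sites that passed the filter and 3 unchanged sites, and 0 sites when none was changed. At the gene level it called 23.2% of 164 genes with a changed site and 2 without one.

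The alternatives were DESeq2 size factors, total counts and loess offsets in place of TMM, every site with at least 1 count and a min.count of 50 in place of the filter, limma-voom (limma 3.58.1) and the Wald test of DESeq2 1.42.0 in place of edgeR's test, all 18 libraries in one fit, the replicate number as a block, an adjusted p of 0.05, other routes from sites to genes, and leaving out each replicate in turn. The tables were prepared and the plots drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Lists of transcription factors and gene ontology terms were not used here.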

Results

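Targeted DamID was used to profile RNA polymerase II occupancy in Drosophila melanogaster embryos. In this assay the bacterial Dam methylase is fused to a polymerase subunit and expressed under GAL4 control, so that adenines in GATC sequences become methylated where the fusion protein contacts chromatin. Methylated fragments are then amplified and sequenced, and reads are counted at each GATC site. The 18 libraries fell into 6 groups of 3 replicates, made with 2 GAL4 drivers and 3 genotypes per driver. The twi2xPE-GAL4 driver (twi below) is active in the mesoderm at large and bap-GAL4 (bap below) in the visceral mesoderm. The genotypes were labelled Dam-PolII (the fusion alone, the control), Alk.DN (the fusion with the extracellular domain of the receptor tyrosine kinase Alk, which acts as a dominant negative) and Jeb (the fusion with Jelly belly, the ligand that activates Alk).

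The count table held 400733 GATC sites. Total counts were 6861886, 8799619 and 10140429 in replicates 1 to 3 of the group labelled bap Dam-PolII, 5292768, 4275192 and 5229794 in bap Alk.DN, and 7176603, 4147815 and 1624349 in bap Jeb. The twi libraries had 6056257, 9854555 and 8201697 counts in Dam-PolII, 10427800, 9519342 and 14095376 in Alk.DN, and 9744791, 7867854 and 9514317 in Jeb. CPM denotes counts scaled to a library total of 1000000. A floor of 3 counts, at or below which a signal was treated as absent, corresponded to 0.213 CPM in the deepest library and to 1.85 CPM in the shallowest.

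Because Jeb and Alk.DN were expressed from transgenes, counts at jeb and Alk were read first in every library as a check of the labels. The first exon of jeb (FBgn0086677, chromosome 2R from 12116599 to 12119340, Release 6 coordinates) holds 9 GATC sites. In replicates 1 to 3 of the libraries labelled bap Dam-PolII, these sites together held 382, 367 and 470 CPM. The exact (Clopper-Pearson) 95% binomial interval of the lowest of these values ran from 354 to 380 CPM. Such intervals and the floor of 3 counts cover counting error only, because amplified fragments are not independent molecules. The bap Jeb libraries held 5.57, 258 and 249 CPM, and the twi Jeb libraries 4.93, 351 and 621 CPM. The first exon held 13.2, 7.72 and 4.78 CPM in bap Alk.DN, 4.95, 3.45 and 3.41 CPM in twi Dam-PolII, and 2.40, 2.63 and 2.98 CPM in twi Alk.DN. The libraries labelled bap Dam-PolII therefore went against their label, since they carried jeb first exon counts at the level of Jeb replicates 2 and 3 of both drivers. They are called the libraries labelled bap Dam-PolII throughout. Replicate 1 of both Jeb groups went against its label too, since its first exon counts stood at the level of bap Alk.DN and of the twi libraries without Jeb, and these libraries are called the libraries labelled Jeb replicate 1. At sites like 8 of the 9, which adjoin no GATC fragment with a purine after GATC at both ends, these libraries held few counts across the genome (given with the fragment ends below), and the remaining site held 3.35 CPM or less in every library. At the 8 sites the libraries labelled Jeb replicate 1 held 4.04 (bap) and 4.21 (twi) CPM. Replicates 2 and 3 held 249 to 258 and 350 to 621 CPM there, a larger drop than that across all sites of this kind. Whether the loss at such sites could be strong enough to hide the transgene was not tested at jeb, and values at another gene are given further below. The first exon counts therefore leave open whether the libraries labelled Jeb replicate 1 carried the transgene. All 23 exonic sites of jeb together held 412 ± 54.0 CPM in the libraries labelled bap Dam-PolII, against 406 ± 55.7 CPM at the first exon alone (SD, n = 3 each). In twi Jeb the means were 332 and 326 CPM, so exons beyond the first added little in either group. At the 29 jeb sites outside exons the libraries labelled bap Dam-PolII held 4.57 ± 1.27 CPM (SD, n = 3). These sites held 8.56 ± 4.38 CPM (SD, n = 3) in bap Jeb, 24.1 ± 6.09 CPM (SD, n = 3) in twi Dam-PolII and 40.1 ± 11.4 CPM (SD, n = 3) in bap Alk.DN. By edgeR's quasi-likelihood test, 7 of the 7 tested first exon sites were lower in bap Alk.DN than in the libraries labelled bap Dam-PolII, with a median log2 fold change of -6.34 and a largest adjusted p of 0.000754.

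The 40 GATC sites in Alk exons (FBgn0040505, chromosome 2R from 16625293 to 16640011) did not separate the genotypes. They held 86 to 241 CPM in the libraries labelled bap Dam-PolII and 56 to 535 CPM in bap Alk.DN, and 34 to 124 CPM in twi Dam-PolII against 39 to 45 CPM in twi Alk.DN. The sum was not limited to exons of the extracellular domain, the part of Alk that the transgene holds. It also varied widely within groups, as from 60 to 818 CPM in bap Jeb. These counts therefore cannot show whether the Alk.DN transgene was present or absent.

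A further label check, chosen after its values were seen, concerned Polr2A (FBgn0003277, chromosome X from 11562800 to 11570326), which encodes the largest subunit of RNA polymerase II. Its 50 exonic GATC sites held 2068 ± 23.2 CPM (SD, n = 3) in the libraries labelled bap Dam-PolII, 673 ± 177 CPM (SD, n = 3) in bap Jeb and 42.7 ± 10.4 CPM (SD, n = 3) in the libraries labelled bap Alk.DN. Among the twi libraries these sites held 265 ± 4.62 CPM (SD, n = 3) in Dam-PolII, 253 ± 88.5 CPM (SD, n = 3) in Jeb and 39.6 ± 4.51 CPM (SD, n = 3) in the libraries labelled Alk.DN. The 4 sites of the gene outside exons held 65.3 ± 6.18 CPM (SD, n = 3) in the libraries labelled bap Dam-PolII and 65.1 ± 3.43 CPM (SD, n = 3) in bap Alk.DN, and 70.5 ± 7.04 against 41.6 ± 2.78 CPM (SD, n = 3 each) in twi Dam-PolII and twi Alk.DN. All 6 libraries labelled Alk.DN thus had fewer Polr2A exon counts than any of the other 12, and every comparison with them below is between libraries that differ in this way too.

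**Figure D1:**
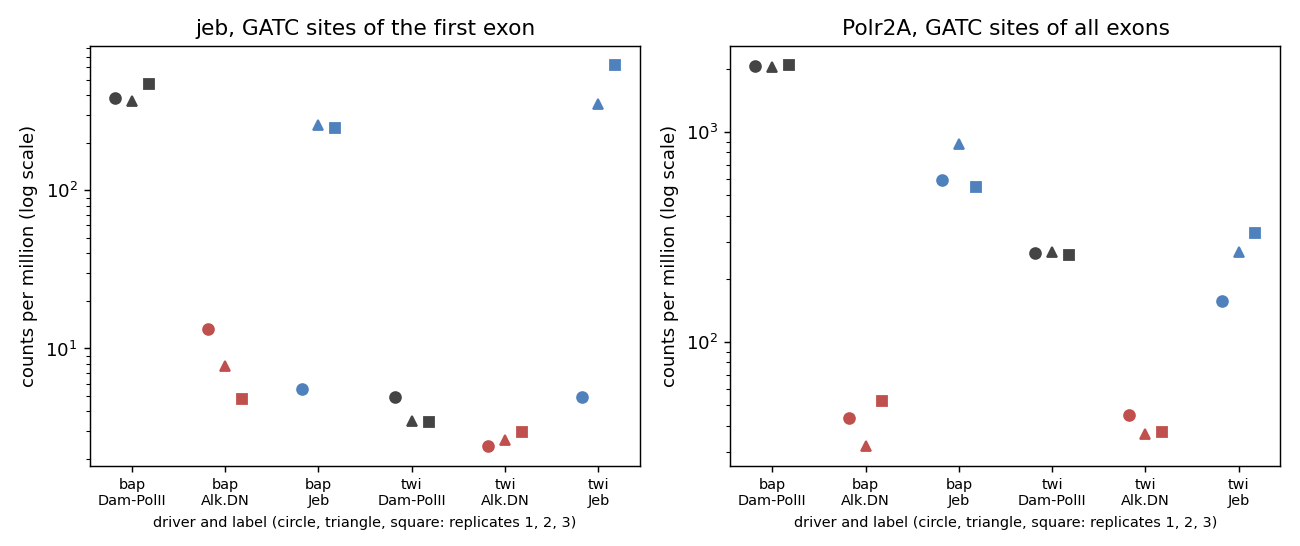
CPM (log scale) at GATC sites in the first exon of jeb and in all exons of Polr2A, with 1 point per library and groups named by their labels. The libraries labelled bap Dam-PolII lie with Jeb replicates 2 and 3 at jeb, and the 6 libraries labelled Alk.DN lie below the other 12 at Polr2A.

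Replicates were compared by Pearson's correlation of log2 CPM across 138518 sites, which are not independent of each other. Within groups r was 0.929 to 0.931 in the libraries labelled bap Dam-PolII, 0.778 to 0.806 in bap Alk.DN, 0.865 to 0.884 in twi Dam-PolII and 0.937 to 0.952 in twi Alk.DN. It was 0.565 to 0.832 in bap Jeb and 0.565 to 0.891 in twi Jeb. In the Jeb groups the lowest values involved replicate 1 of each driver. These replicates had r of 0.453 to 0.635 with the other 16 libraries and 0.814 with each other, while replicates 2 and 3 had r of 0.832 within bap Jeb and 0.891 within twi Jeb. To look for a library deposited more than once, counts of replicates were compared by chi-square, which was 2.50 or higher per degree of freedom in every pair, so each was counted as a separate library. This value is set against counting error only and does not measure how well replicates agree.

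The libraries labelled Jeb replicate 1 also differed in which sites held counts. Sites were divided by the number of adjoining GATC fragments with a purine (A or G) after GATC at both ends, a property chosen after its values were seen. Sites with 0 such fragments held 15.1% (bap) and 13.4% (twi) of the counts in these libraries, and 54.4% to 60.8% in the other 16.

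**Figure D2:**
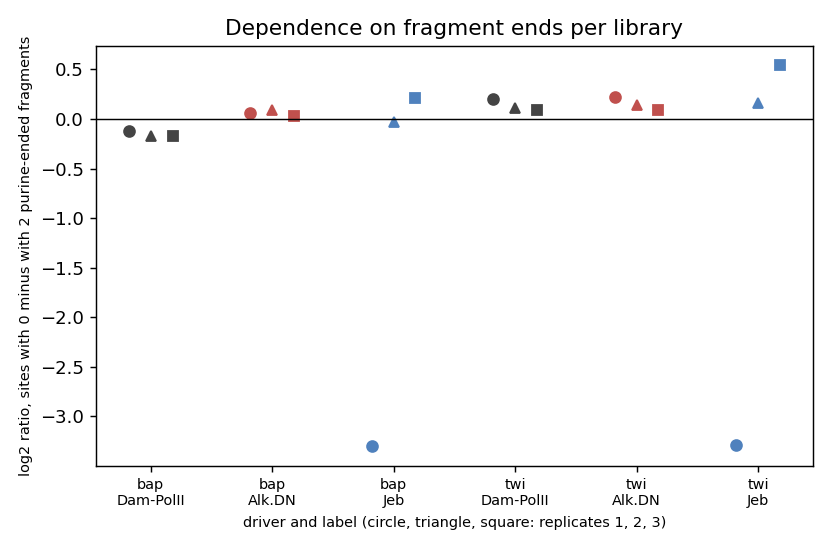
Median log2 ratio (vertical axis) at sites with 0 minus sites with 2 adjoining GATC fragments that carry a purine after GATC at both ends, with 1 point per library. The library labelled Jeb replicate 1 lies at -3.30 with the bap driver and at -3.29 with the twi driver, and the other 16 libraries lie between -0.17 and 0.54.

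The counts were spread over different numbers of sites. The sites holding 50% of the counts numbered 4023 ± 189 (SD, n = 3) in the libraries labelled bap Dam-PolII and 7947 ± 142 (SD, n = 3) in bap Alk.DN. For twi they numbered 4152 ± 57.4 (SD, n = 3) in Dam-PolII and 10795 ± 389 (SD, n = 3) in Alk.DN. Ribosomal DNA held 0.0471 ± 0.0236% of the counts (SD, n = 3) in the libraries labelled bap Dam-PolII and 0.799 ± 0.0383% (SD, n = 3) in bap Alk.DN. The corresponding shares with the twi driver were 0.209 ± 0.0104% and 1.68 ± 0.0948% (SD, n = 3 each). With both drivers the lowest Alk.DN library lay above the highest Dam-PolII library in both measures.

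**Figure D3:**
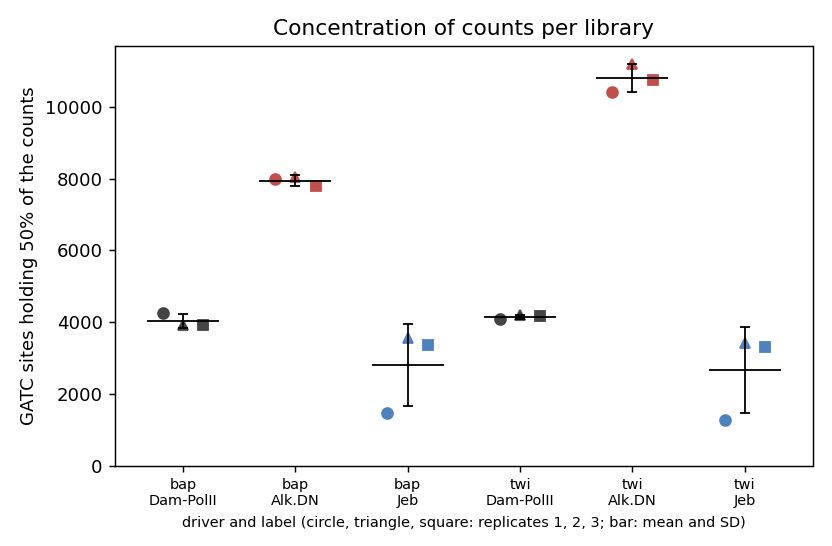
Number of GATC sites that together hold 50% of a library's counts, with 1 point per library and the mean and SD of each group. The libraries labelled Alk.DN lie at 7786 to 11202 sites, and all others at 4241 sites or fewer.

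To relate occupancy to transcription units, sites were grouped by distance to the nearest annotated transcription start. The mean log2(CPM + 1) of sites within 250 bp of a start exceeded that of sites beyond 10000 bp by 1.04 ± 0.023 (SD, n = 3) in the libraries labelled bap Dam-PolII and by 1.04 ± 0.014 (SD, n = 3) in twi Dam-PolII. The difference was 0.83 ± 0.016 (SD, n = 3) in bap Alk.DN, 0.88 ± 0.016 (SD, n = 3) in twi Alk.DN, 0.85 ± 0.14 (SD, n = 3) in bap Jeb and 0.86 ± 0.14 (SD, n = 3) in twi Jeb. Restricting the sites to those with at least 1 count in every library moved it to 1.43 in the libraries labelled bap Dam-PolII and to 0.64 in the libraries labelled bap Alk.DN, which widened the gap between these groups.

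The central question of the design was which loci change their occupancy when Alk signalling is blocked. With the bap driver, 14528 of 71052 tested sites differed between the libraries labelled Alk.DN and those labelled bap Dam-PolII at an edgeR adjusted p under 0.01, of which 5795 were higher and 8733 lower in Alk.DN. Here the direction is drawn against libraries whose label is in doubt. The alternative that moved this count most was a single fit to all 18 libraries, which called 2419 sites. Each fit that left out 1 library called fewer sites, down to 8065 without replicate 2 of those labelled bap Dam-PolII, 2003 higher and 6062 lower. In these fits 24.3% to 28.3% of the calls were higher. For twi, 12949 of 116694 sites differed, 3121 higher and 9828 lower in Alk.DN. The single fit to all libraries called 384, and leaving out Alk.DN replicate 3 gave 5677, of which 380 were higher.

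The balance of higher and lower calls also depended on the scaling between libraries. Under TMM scaling 39.9% of the calls were higher with the bap driver and 24.1% with the twi driver, with median log2 fold changes over all tested sites of 0.028 and 0.26. Scaling to total counts alone shifted these medians to 0.54 and 0.84 and the shares of higher calls to 67.8% and 66.2%. Abundance-dependent loess offsets gave shares of 50.4% and 32.9%. Directions below are relative to the TMM scaling.

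**Figure D4:**
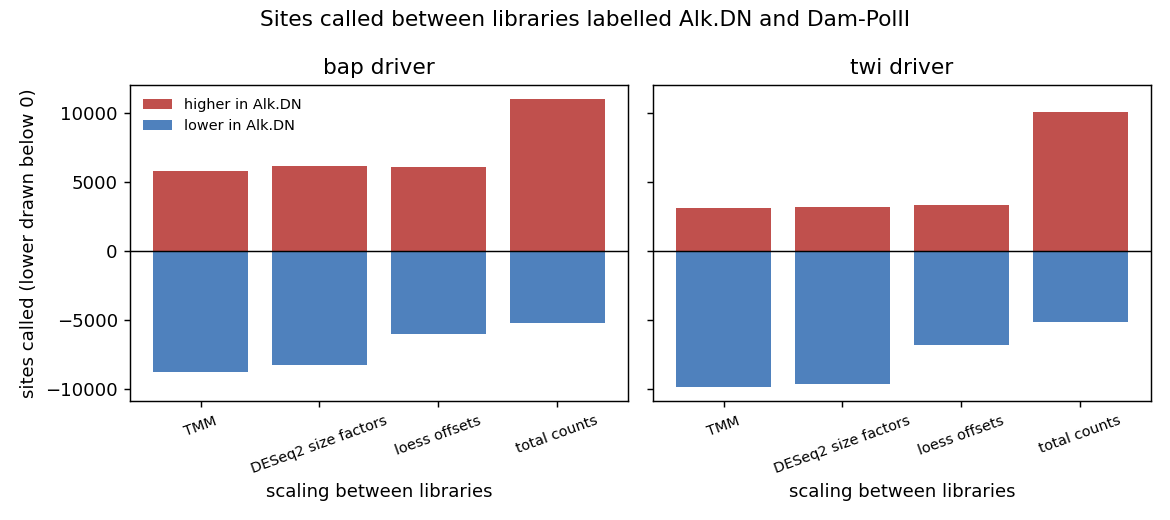
Number of GATC sites called higher (above 0) or lower (below 0) in the libraries labelled Alk.DN than in those labelled Dam-PolII, under 4 ways of scaling the libraries. With total counts 10979 sites were higher and 5220 lower with the bap driver, whereas with TMM 5795 were higher and 8733 lower.

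Sites were merged into regions and each gene took its overlapping region with the smallest adjusted p. In this way 4518 of 10791 genes were called with the bap driver, 1931 higher and 2587 lower in Alk.DN, and with the twi driver 4177 of 13370 genes, 1184 higher and 2993 lower. The single fit to all libraries called 1138 and 160 genes. Leaving out 1 library gave counts down to 2784 (bap, without replicate 2 of those labelled Dam-PolII) and 2042 (twi, without Alk.DN replicate 3). In these 2 fits 833 (bap) and 172 (twi) genes were higher in Alk.DN, and 1951 and 1870 lower. Of the called regions, 79.2% (bap) and 72.8% (twi) held a single site. Among 10641 genes tested with both drivers, 2707 were called with both, an odds ratio of 6.02. If every gene were equally likely to be called, 1664 would be expected. Without twi Alk.DN replicate 3 the number called with both was 1593. The one-sided Fisher's exact p was too small for the software to represent. Genes were not equally likely to be called, since those with more tested GATC sites were called more often with both drivers. The shares called in the top and bottom groups by tested sites were 77.1% and 21.3% (bap) and 61.0% and 14.5% (twi). The overlap therefore does not measure a shared effect of Alk.DN alone. Of the 2707 genes called with both, 85.3% changed in the same direction, compared with 73.9% of all genes tested with both. Across 66495 sites tested with both drivers, the log2 fold changes had a Pearson's r of 0.585 and a Spearman's rho of 0.599, a description across sites that are not independent replicates.

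The genes with the smallest adjusted p in each direction were taken by a rule set, like the list of genes further on, before the data were examined. The directions of the bap driver are drawn against libraries whose label is in doubt. The 4 higher genes of either driver all lay in ribosomal DNA, whose copies share reads, so that the assignment to a copy is uncertain. The first with the bap driver, pre-rRNA:CR45847 (FBgn0267507), had a single site in an exon at positions 71980 to 71983 of the rDNA sequence with 18.4 ± 6.50 CPM in the libraries labelled bap Dam-PolII and 518 ± 55.4 CPM in Alk.DN (SD, n = 3 each), a log2 fold change of 4.44 (edgeR adjusted p 2.32e-07). It shared this site with 28SrRNA:CR45844. The others were pre-rRNA:CR45846 and 5.8SrRNA:CR45839, which shared a site. With the twi driver pre-rRNA:CR45847 had 218 ± 14.5 against 1945 ± 136 CPM at positions 73184 to 73187 (SD, n = 3 each), a log2 fold change of 2.63 (edgeR adjusted p 4.35e-07), followed by 28SrRNA:CR45844, pre-rRNA:CR45845 and 28SrRNA:CR45837.

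The lower genes with the bap driver were Polr2A, CG14452, Sytbeta and EAChm. The Polr2A region, in an exon on chromosome X from 11568993 to 11569205, fell from 254 ± 22.3 to 1.20 ± 0.29 CPM (SD, n = 3 each), a log2 fold change of -8.25 (edgeR adjusted p 6.40e-08), and the log2 fold change of the gene's best region was -5.27 with the twi driver (edgeR adjusted p 2.24e-06). The CG14452 site (FBgn0037180, an exon on 3L from 22696302 to 22696305) fell from 114 ± 9.72 to 1.33 ± 0.34 CPM (SD, n = 3 each), and the region shared by Sytbeta and EAChm (3L from 15054725 to 15054974, an intron of Sytbeta) from 213 ± 15.4 to 1.70 ± 0.69 CPM (SD, n = 3 each). CG14452 was not called with the twi driver, EAChm was not tested there, and the best region of Sytbeta was higher there, with a log2 fold change of 1.42 (edgeR adjusted p 0.00507). Whether the drivers differ at these loci was not tested gene by gene. It was also not checked whether these loci lie beside a transgene or in part of a construct, and if they did, their counts would not measure occupancy of the genes. With the twi driver the lower genes were Calr (FBgn0005585, exon, 3R from 9630772 to 9630775), from 548 ± 12.7 to 45.2 ± 2.13 CPM (SD, n = 3 each), snRNA:U1:21D (FBgn0003916, exon, 2L from 901623 to 901626), from 832 ± 95.7 to 46.1 ± 4.65 CPM (SD, n = 3 each), and the overlapping lncRNA:CR44980 and lncRNA:CR45361 (2L from 20484513 to 20484811), from 1209 ± 101 to 82.4 ± 2.98 CPM (SD, n = 3 each). All of these were lower with the bap driver as well, with log2 fold changes of -3.02 for Calr, -2.77 for snRNA:U1:21D and -2.91 for the lncRNA region.

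For 16 listed genes that the study discusses, counts were summed over all GATC sites of each gene. With the bap driver 13 of the 16 were called at an edgeR adjusted p under 0.01 over all 12634 genes, 12 lower and 1 higher than in the libraries labelled Dam-PolII, whose label is in doubt, and 14 when adjusted over the list alone. With the twi driver 15 were called, all lower, and 15 when adjusted over the list alone. The study chose some of the list on these samples, so the counts adjusted over the list alone are not independent evidence. When each gene took its best region instead, 15 were called with either driver. For kirre with the bap driver this region (X from 2795852 to 2796296, log2 fold change -2.21) lay inside the overlapping gene w. That call can therefore not be assigned to kirre alone. Kah (FBgn0035144, 3L from 582824 to 589274) fell from 1737 ± 50.0 to 629 ± 147 CPM with the bap driver and from 1368 ± 47.4 to 362 ± 25.0 CPM with the twi driver (SD, n = 3 each), with log2 fold changes of -1.99 and -2.49 (edgeR adjusted p 3.65e-09 and 3.73e-10). Hand (FBgn0032209, 2L from 10292679 to 10295385) had log2 fold changes of -2.62 and -3.37, and org-1 (FBgn0021767, X from 8447691 to 8455069) of -2.84 and -1.10. The gene called higher with the bap driver was sns, at 0.48, which was -2.04 with the twi driver. With the bap driver sns was no longer called without replicate 1 (0.33) or 3 (0.47) of those labelled Dam-PolII, or without Alk.DN replicate 1 (0.44), 2 (0.48) or 3 (0.39). Not called were kirre, Alk and bap with the bap driver and jeb with the twi driver. Of these, kirre was called without replicate 1 of those labelled bap Dam-PolII (-0.31) or bap Alk.DN replicate 3 (-0.36), Alk without bap Alk.DN replicate 2 (-0.72), and jeb without twi Dam-PolII replicate 1 (0.71). Fas3 was no longer called with the twi driver without Alk.DN replicate 2 (-0.37) or 3 (-0.33). The log2 fold change of jeb with the bap driver, -3.32, rests on the first exon counts of the libraries labelled bap Dam-PolII given above. Sumo has 1 GATC site. The values of kirre, sns, Vrp1, pnt and Fas3 are uncertain because these genes overlap others. Under total counts or loess offsets the sign changed for kirre, dpp, Alk, Vrp1, pnt and bap with the bap driver and for kirre, dpp, pnt and Fas3 with the twi driver. Of these, kirre and pnt with both drivers and Fas3 with the twi driver were called higher in at least 1 such fit.

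**Figure D5:**
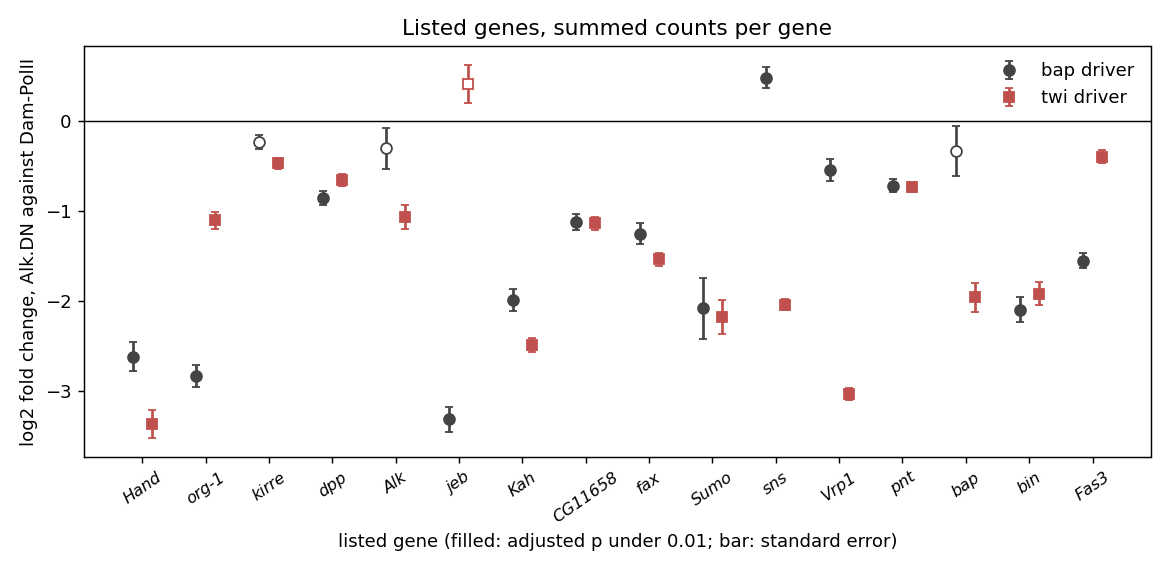
Log2 fold change between libraries labelled Alk.DN and Dam-PolII for the 16 listed genes with each driver, with the standard error as bar and filled symbols for an edgeR adjusted p under 0.01. Under TMM scaling 15 genes were called lower with the twi driver and 12 with the bap driver, while under total counts or loess offsets the sign changed for kirre, dpp, Alk, Vrp1, pnt and bap (bap driver) and for kirre, dpp, pnt and Fas3 (twi driver).

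The Jeb libraries addressed the opposite manipulation, activation of Alk. Each Jeb group held 1 library whose label is in doubt, replicate 1. No site was called between Jeb and Dam-PolII libraries. With the bap driver 0 of 61039 sites passed, while 7713 had an unadjusted edgeR p under 0.05, and with the twi driver 0 of 76594 passed, with 6015 at an unadjusted p under 0.05. Without the library labelled Jeb replicate 1, 570 sites were called with the bap driver and 154 with the twi driver. With bap, jeb first exon counts were carried both by the libraries labelled Dam-PolII and by Jeb replicates 2 and 3. Between Jeb and Alk.DN 0 of 60262 sites were called with the bap driver (14228 at an unadjusted p under 0.05) and 0 of 113005 with the twi driver (27965 at an unadjusted p under 0.05). Without the library labelled Jeb replicate 1 these counts were 3248 and 15492. Of the alternatives to the fit, DESeq2's Wald test moved these counts most, to 1187, 445, 5992 and 13595 in the order given.

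Of the listed genes none was called between Jeb and Dam-PolII over all genes with either driver, with 2 (bap) and 7 (twi) at an unadjusted edgeR p under 0.05 and 0 when adjusted over the list alone. Without the library labelled Jeb replicate 1, 3 were called with the twi driver. Between Jeb and Alk.DN 0 were called with the bap driver over all genes, with 12 at an unadjusted p under 0.05 and 9 when adjusted over the list alone. For twi 2 were called, Hand and fax, and 15 when adjusted over the list alone. The counts adjusted over the list alone were 3 (bap) and 3 (twi) with total counts and 2 and 4 with loess offsets. Leaving out any 1 Alk.DN library gave 2 (bap) and 7 (twi), while the single fit to all libraries gave 12 and 16. Without the library labelled Jeb replicate 1 the counts over all genes were 13 (bap) and 16 (twi).

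Opposite effects of Jeb and Alk.DN would lower the correlation of their log2 fold changes against the shared Dam-PolII libraries, to below 0 if strong enough. Shared controls by themselves raise this correlation above 0, so a positive value does not by itself argue against opposite effects. Across sites, r was 0.257 with the bap driver and 0.252 with the twi driver. With every site of at least 1 count it was 0.396 and 0.591. On the 55275 (bap) and 74189 (twi) sites of the first values, simulated unchanged groups against shared controls gave r of 0.461 ± 0.0052 and 0.502 ± 0.0038 (SD over 20 simulations each) with 1 dispersion for all groups. With each group's own dispersion, a choice made after the values were seen, they gave 0.166 ± 0.0048 and 0.454 ± 0.0040 (SD over 20 simulations each). On these sites the twi value lay below both simulated values and the bap value between them. The bap value is drawn against libraries whose label is in doubt, and both values include the libraries labelled Jeb replicate 1.

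The drivers themselves were compared in the Dam-PolII libraries. Of 76098 sites 15525 differed, 7042 higher and 8483 lower with the twi driver than in the libraries labelled bap Dam-PolII, a direction drawn against libraries whose label is in doubt. The single fit to all libraries called 3361. The difference between the drivers in the Alk.DN effect was tested as an interaction, which was called at 2631 of 131056 sites, 1561 positive and 1070 negative. The single fit to all libraries called 22, and without twi Alk.DN replicate 2 the count was 1480. With DESeq2 size factors 1164 calls were positive and 1498 negative, which moved the share of positive calls from 59.3% to 43.7% and the median over all sites from 0.033 to -0.15. Of the listed genes 7 had an edgeR adjusted p under 0.01 for the interaction, while the single fit to all libraries called 2, and the 12 fits that each left out 1 library called 5 to 6.

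The authors' deposited table for bap Alk.DN held 77900 peaks, of which 4896 had an FDR under 0.01, 886 marked up, 4009 down and 1 mixed. The authors' deposited table for twi Alk.DN held 97597 peaks with 3671 under that FDR, 217 up and 3454 down. In the authors' deposited tables for Jeb, 2 peaks (bap) and 0 peaks (twi) passed. Of the passing peaks in the authors' deposited tables for Alk.DN, 4882 (bap) and 3670 (twi) overlapped a region called here by at least 1 bp. Passing peaks in the authors' deposited tables overlapped 2126 annotated genes with the bap driver, 1760 with the twi driver and 1066 with both.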

Values the study reported

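The study identified a significant change in occupancy, at a false discovery rate below 0.01, on 2107 genes with the bap driver and 1739 genes with the twi driver, with 1052 genes shared between them. It merged GATC sites at most 350 bp apart, which it gives as the median GATC fragment distance of the genome.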

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

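The sign test below was set before its result was seen.

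The effect of Alk.DN differed between the drivers, by the interaction test at 2631 of 131056 sites. Of the 60 splits drawn, 1, the real one, gave as many sites (the highest other split gave 653), but every other split mixes libraries labelled Alk.DN and Dam-PolII in a group, which raises the spread within groups. The splits therefore leave open whether chance gives such an interaction. Of the listed genes, 7 had an edgeR adjusted p under 0.01 for the interaction (log2, twi minus bap). The interaction was positive for jeb (3.91), org-1 (1.92), Fas3 (1.34) and dpp (0.38), and negative for sns (-2.34), Vrp1 (-2.32) and bap (-1.45). The single fit to all libraries called 2 of the 7, Vrp1 and org-1. The call of dpp was lost in each of the 12 fits that left out 1 library (0.23 to 0.42). It was also lost with DESeq2 size factors (0.27), total counts (0.22) or loess offsets (0.29). DESeq2's Wald test (0.27) and every site of at least 1 count (0.39) lost it too. The dpp call was kept with limma-voom (0.38), a min.count of 50 (0.38) and the replicate block (0.38). That of bap was lost without bap Alk.DN replicate 3 (-1.10) or twi Alk.DN replicate 1 (-1.40) or 2 (-1.41). For jeb it rests on the first exon counts of the libraries labelled bap Dam-PolII, and for all of these genes it is drawn against libraries whose label is in doubt.

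A candidate explanation is that the difference between the drivers is smaller in the libraries labelled Alk.DN. Over all tested sites the driver difference in these libraries had a slope of 0.412 on that in the Dam-PolII libraries, against 0.708 for Jeb replicates 2 and 3, which is in line with it. The share of called sites whose interaction had the sign opposite to the driver difference in a held-out Dam-PolII replicate was 0.937, which is 1341 of 1431 sites. That share decides nothing, because the interaction holds the Dam-PolII difference with a minus sign and the sites were those called for it. A smaller driver difference may come from added signal that does not depend on the driver or from a biological effect of Alk.DN. A biological difference in how mesoderm and visceral mesoderm respond to Alk.DN stays open and untested.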

How the results depend on the processing

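All alternatives were chosen before the data were examined. For the results given here the cause of a change was not tested, except that a looser threshold calls more by construction.

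At an adjusted p of 0.05, 25849 (bap) and 25729 (twi) sites were called between Alk.DN and Dam-PolII, 25260 between the drivers in Dam-PolII and 6639 for the interaction, with 6750 genes for twi and 4675 for both drivers. Listed genes between Jeb and Alk.DN numbered 7 (bap) and 11 (twi).

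DESeq2's Wald test called 24333 (bap) and 26716 (twi) sites for Alk.DN against Dam-PolII, 1187 and 445 for Jeb against Dam-PolII, 5992 and 13595 for Jeb against Alk.DN, 24012 between the drivers and 8336 for the interaction. It called 6970 genes for twi and 4714 for both drivers, 3 listed genes for twi Jeb against Dam-PolII, and 11 (bap) and 15 (twi) for Jeb against Alk.DN.

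All 18 libraries in one fit gave 2419 (bap) and 384 (twi) sites for Alk.DN against Dam-PolII, 201 and 9 for Jeb against Dam-PolII, 2085 and 1539 for Jeb against Alk.DN, 3361 between the drivers and 22 for the interaction. Genes numbered 1138 (bap), 160 (twi) and 116 (both), and listed genes 7 for twi Alk.DN and 11 with either driver for Jeb against Alk.DN.

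With every site of at least 1 count, 19602 sites were called for twi Alk.DN, 370 (bap) and 86 (twi) for Jeb against Dam-PolII, 1787 and 2765 for Jeb against Alk.DN, and 4381 for the interaction. The correlation between drivers was 0.263, that of Jeb and Alk.DN effects 0.396 (bap) and 0.591 (twi), and 2 listed genes were called for bap Jeb against Alk.DN. With a min.count of 50 the correlation between drivers was 0.702, and 1 listed gene was called for twi Jeb against Alk.DN. For that list limma-voom called 2 (bap) and 4 (twi), and total counts and loess offsets called 0 each for twi, where 16 listed genes had an unadjusted p under 0.05 in the TMM fit.

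With the replicate number as a block, 231 (bap) and 72 (twi) sites were called for Jeb against Alk.DN, with 2 and 0 listed genes. Replicate numbers do not pair the libraries, since the deviations of same-numbered libraries from their group means had correlations as low as -0.088 and no comparison had every pair above 0.1. At an FDR of 0.001 the authors' deposited tables held 1421 (bap) and 1633 (twi) passing peaks for Alk.DN. Restricted to sites with at least 1 count in every library, the difference by distance to a start was 1.43, 0.64 and 1.08 for the libraries labelled bap Dam-PolII, Alk.DN and Jeb and 1.38, 0.64 and 1.03 for those of twi.

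The direction of single genes reversed under scaling. With total counts the log2 fold changes were 0.38 (kirre), 0.31 (Alk), 0.072 (Vrp1) and 0.28 (bap) with the bap driver and 0.15 (kirre) and 0.23 (Fas3) with the twi driver. With loess offsets they were 0.78 (kirre), 0.14 (dpp), 0.47 (Alk), 0.12 (Vrp1) and 0.28 (pnt) with the bap driver and 0.64 (kirre), 0.21 (dpp), 0.31 (pnt) and 0.32 (Fas3) with the twi driver. Some reversed values had an edgeR adjusted p under 0.01 and so were called higher. These were kirre with total counts (bap), kirre and pnt with loess offsets (both drivers) and Fas3 with loess offsets (twi). Among the single-gene values that did not reverse, 30 were weaker, 8 stronger and 731 kept direction and side of the threshold.

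Leaving out 1 library at a time gave 8065 to 12138 sites and 2784 to 3908 genes for bap Alk.DN (lowest without replicate 2 of those labelled Dam-PolII), and 5677 to 14491 sites and 2042 to 4497 genes for twi Alk.DN (lowest without Alk.DN replicate 3). Genes called with both numbered 1593 to 2832, sites between the drivers 10415 to 13139, and interaction sites 1480 to 2668. Sites for Jeb against Dam-PolII ranged from 0 to 570 (bap) and 0 to 154 (twi), and for Jeb against Alk.DN from 0 to 3248 and 0 to 15492, each highest without the library labelled Jeb replicate 1. The correlation between drivers ran from 0.509 to 0.579, and that of Jeb and Alk.DN effects from 0.174 to 0.355 (bap) and 0.207 to 0.425 (twi). Listed genes ran from 12 to 13 (bap Alk.DN), 14 to 16 (twi Alk.DN), 0 to 0 (bap Jeb against Dam-PolII), 0 to 3 (twi Jeb against Dam-PolII), 0 to 13 (bap Jeb against Alk.DN) and 0 to 16 (twi Jeb against Alk.DN).

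The depth of bap Jeb replicate 3, 1624349 counts, limits that library to sites above 1.85 CPM.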

Other observations

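The tests on the libraries labelled Jeb replicate 1, on the jeb counts of the libraries labelled bap Dam-PolII and on Polr2A were chosen only after the result was seen.

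Here 4518 genes were called with the bap driver, 4177 with the twi driver and 2707 with both. That is higher than the values quoted from the study above. With limma-voom in place of edgeR, 4644, 5491 and 3267 genes were called, so the change of tool left the counts high. So did regions merged at 3 times the distance, with 4655, 4064 and 2636 genes, whereas the single fit to all libraries gave 1138, 160 and 116, which is lower than the values quoted. Passing peaks in the authors' deposited tables overlapped 2126, 1760 and 1066 genes of the annotation used here, near the values quoted. The assignment of peaks to genes is therefore argued against as the main source. The study also names a p cutoff for single GATC sites in its limma step, which was not used here. What accounts for the difference in calls stays open. The median distance between neighbouring GATC sites was 197 bp here. That is lower than the value quoted from the study above. In the authors' deposited tables the smallest gap between neighbouring peaks was 196 bp. Peaks this close would have been joined at the merging distance quoted above.

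The libraries labelled Alk.DN carried few Polr2A exon counts. The tables argue against a fall in transcription of the endogenous gene as the whole source, since sites outside exons stood at a ratio of 0.590 or higher to Dam-PolII while exon sites stood at 0.0206 (bap) and 0.149 (twi). They also argue against selection on fragment ends, for which the lowest Alk.DN library differed from Dam-PolII by -0.0468 log2. A candidate explanation is a Pol II fusion that is missing or weak in these libraries, because a fusion transgene with Polr2A coding sequence would add counts to exons alone. The highest Alk.DN library lay at 0.285 of the lowest other library with the twi driver and at 0.0955 with the bap driver. Which subunit sequence the transgene holds was not checked here. If this holds, comparisons of Alk.DN with Dam-PolII may reflect the fusion as well as Alk signalling, and the effect of Alk.DN itself stays open and untested.

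The libraries labelled Alk.DN also spread their counts over more sites. Depth is argued against, since after thinning to one total the lowest Alk.DN library still lay 1.83 times above the highest Dam-PolII library. So are GC content and fragment length, with correlations of at most 0.163 in size. Scaling by 1 factor per library cannot change this number, which is taken within each library, and the ratio of 0.784 or more of the calls that loess offsets left does not measure the spread. A missing or weak Pol II fusion was tested by comparing sites inside and outside genes at equal abundance, with a limit of -0.2 log2, set before the test was run, to be passed with both drivers. The difference was -0.257 with the bap driver and -0.171 with the twi driver, so the limit was passed with the bap driver only. By that rule the test would count against a missing or weak fusion. Both differences had the direction that it predicts, against -0.0795 and -0.0579 for Jeb replicates 2 and 3. A missing or weak fusion was therefore left open, a choice made after the values were seen. A larger share of driver-independent signal may contribute, as the difference between drivers in Alk.DN libraries had a slope of 0.412 on that in Dam-PolII libraries. The slope was 0.708 for Jeb replicates 2 and 3. A biological effect of Alk.DN stays open and untested.

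The libraries labelled bap Dam-PolII carried jeb first exon counts at the level of Jeb replicates 2 and 3. Transcription of the endogenous gene is argued against, because jeb sites outside exons and upstream stood at 0.162 of the mean of the other groups. That mean is raised by the Alk.DN groups, with 40.1 (bap) and 57.5 (twi) CPM outside exons. The bap Jeb libraries lay nearer, at 8.56 ± 4.38 CPM (SD, n = 3) against 4.57 ± 1.27 CPM (SD, n = 3). Admixture of reads from a Jeb library is argued against, because the first exon counts stood at 1.10 times those of Jeb replicates 2 and 3. A jeb transgene in these embryos may be the source, since the profile over the 9 first exon sites had r of 0.973 with twi Jeb replicates 2 and 3. A plain exchange with the bap Jeb libraries would need the other exons of w, chosen after its values were seen, to match, and these stood at 0.0333 of bap Jeb replicates 2 and 3. The 1 site in the first exon of w went the other way. It held 103 ± 14.4 CPM (SD, n = 3) in the libraries labelled bap Dam-PolII, within the 3.34 to 148 CPM of bap Jeb. In twi Dam-PolII this site held 6.70 ± 0.97 CPM (SD, n = 3). Whether a biological difference adds to the jeb counts was not tested.

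The libraries labelled Jeb replicate 1 stood apart from the other Jeb libraries, and their jeb first exon counts of 5.57 (bap) and 4.93 (twi) CPM went against their label. Depth is argued against, since the bap library labelled Jeb replicate 1 had 4.42 times the counts of replicate 3. A single library under both drivers is argued against, since the difference between these libraries had a slope of 0.847 on the driver difference of Dam-PolII. Selection on the first base of the amplified fragment may be the source, with a log2 difference of -3.29 between sites with 0 and 2 suitable fragments, against -0.17 to 0.54 in the other 16 libraries. Among sites with 2 suitable fragments the mean r with other libraries was 0.745, near the 0.782 of the others among themselves. Such selection might also hide a jeb transgene, as 8 of the 9 first exon sites have 0 suitable fragments. The drop in counts at these 8 sites was larger than that across all sites with 0 suitable fragments. Whether selection could be that strong was not tested at jeb. At 3 exonic sites of w with 0 suitable fragments, the bap library labelled Jeb replicate 1 held 3.20 CPM. Replicates 2 and 3 held 211 and 149 CPM there, a drop near that at jeb. With the twi driver these w sites held 8.41 CPM or less in every Jeb library and give no comparison. As w counts also differed between groups, these sites cannot decide how strong selection was. Whether the label or the selection accounts for the low jeb counts stays open. No biological explanation was tested, since the design names none for a replicate.

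The effects of Alk.DN correlated between the drivers. A shared trend with the mean abundance of a site is argued against as the source, since the correlation with loess offsets was 1.01 times that with TMM. Such offsets remove only that trend. A shared loss of contrast that varies among sites of equal mean abundance is therefore not excluded. A shared biological effect of Alk.DN and a shared technical difference of its libraries, such as the Polr2A exon counts above, both may give such a correlation and stay open.

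Genes with more GATC sites were called more often, 77.1% of those with 6 or more tested sites and 21.3% of those with 1 with the bap driver. Taking the smallest p over regions is argued against as the whole source, since with 1 p per gene the ratio of the shares in the top and bottom groups of genes by tested sites fell from 3.62 to 2.42 (bap), 0.667 of its size, and to 2.48 (twi), 0.590 of its size. It may be a large part, because the excess of the ratio over 1 kept 0.540 (bap) and 0.462 (twi) of its size. No biological explanation was tested.

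Of the 10 splits of the 6 libraries, 1, the real one, gave as many sites and genes for Alk.DN against Dam-PolII with either driver and as many sites between the drivers, and the other splits gave 0 sites. For Jeb against Dam-PolII and against Alk.DN 10 of the 10 splits gave as many, since the real one gave 0 (7713, 6015, 14228 and 27965 at an unadjusted p under 0.05). With 10 splits the share cannot fall under 0.1, so the splits by themselves cannot exclude chance.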
